# Alterations in lung gene expression in streptozotocin-induced diabetic rats

**DOI:** 10.1186/1472-6823-14-5

**Published:** 2014-01-15

**Authors:** Erik van Lunteren, Michelle Moyer, Sarah Spiegler

**Keywords:** Type 1 diabetes, Lung, Gene expression

## Abstract

**Background:**

Diabetes profoundly affects gene expression in organs such as heart, skeletal muscle, kidney and liver, with areas of perturbation including carbohydrate and lipid metabolism, oxidative stress, and protein ubiquitination. Type 1 diabetes impairs lung function, but whether gene expression alterations in the lung parallel those of other tissue types is largely unexplored.

**Methods:**

Lung from a rat model of diabetes mellitus induced by streptozotocin was subjected to gene expression microarray analysis.

**Results:**

Glucose levels were 67 and 260 mg/dl (p < 0.001) in control and diabetic rats, respectively. There were 46 genes with at least ± 1.5-fold significantly altered expression (19 increases, 27 decreases). Gene ontology groups with significant over-representation among genes with altered expression included apoptosis, response to stress (p = 0.03), regulation of protein kinase activity (p = 0.04), ion transporter activity (p = 0.01) and collagen (p = 0.01). All genes assigned to the apoptosis and response to stress groups had increased expression whereas all genes assigned to the collagen group had decreased expression. In contrast, the protein kinase activity and ion transporter activity groups had genes with both increased and decreased expression.

**Conclusions:**

Gene expression in the lung is affected by type 1 diabetes in several specific areas, including apoptosis. However, the lung is resistant to changes in gene expression related to lipid and carbohydrate metabolism and oxidative stress that occur in other tissue types such as heart, skeletal muscle and kidney.

## Background

Type 1 diabetes mellitus has widespread adverse effects on many tissues, including heart, kidney, retina, liver, vasculature, peripheral nerve and skeletal muscle. These perturbations contribute importantly to the heightened morbidity and mortality of subjects with diabetes. The lung is also affected by type 1 diabetes, manifested by declines in diffusion capacity, total lung capacity and forced vital capacity [1-5]. This may contribute to the reduced exercise capacity of humans with type 1 diabetes [6] and account for a portion of the increased sensation of dyspnea in diabetics when ventilation or respiratory efforts are increased [7,8]. Nonetheless, severe lung disease is rarely produced by diabetes, suggesting that the lung is more resistant than other organs to this disorder.

Alveolar microangiopathy is postulated to play a prominent role in the genesis of diabetes-induced lung impairment [9]. However, the cellular events leading to lung impairment, and the reasons for the relative sparing of the lung compared with other organs such as the kidney and the eye, are not fully understood. One area with a particular paucity of information is the manner in which diabetes affects expression of genes in the lung. This contrasts with the extensive information gleaned from gene expression array studies of other tissue types, including pancreas [10], kidney [11-13], liver [14], spleen [15], adipose tissue [14], eye [16], corpus cavernosum [17], heart [18-20] and skeletal muscle [14,21-23]. Perturbations of gene expression by diabetes in these organs are large in number and magnitude, and cover many cellular processes such as carbohydrate and lipid metabolism, oxidative stress, and protein ubiquitination. The purposes of the present study were to a) determine the changes in gene expression in the lung due to streptozotocin-induced diabetes, including alterations in expression of genes in common gene ontology groups and b) examine the extent to which affected processes are similar to those reported for other tissue types or are unique to the lung.

## Methods

Studies were performed on twelve male Wistar rats obtained from Charles River Laboratories (Wilmington, MA). All studies were approved by the institutional animal care and use committee of the Department of Veterans Affairs (Veterans Health Administration) and conformed with NIH guidelines for animal care. The streptozotocin-induced model was similar to that of Hida et al. [24]. At an age of eight weeks, seven animals were injected intraperitoneally with streptozotocin 60 mg/kg dissolved in sodium citrate buffer, and five with buffer alone. Four weeks later they were well-anesthetized with a mixture of intraperitoneal ketamine, xylazine and acepromazine following an all-night fast. Blood obtained from the tail was analyzed for glucose using a glucometer (Lifescan, Milpitas, CA). Fasting blood glucose values were 67 ± 4 mg/dl (range 59 to 76) for the normal animals, and 260 ± 13 mg/dl (range 222 to 313) for the diabetic animals (P < 0.001 by unpaired t test). Both lungs from each animal were removed surgically, placed in RNAlater, and stored at -80°C.

Gene expression array studies were performed similar to previous investigations from our laboratory [20,25,26]. Total RNA was extracted using Trizol (GibcoBRL, Rockville, MD), and the RNA pellets were resuspended at 1 μg RNA/μl DEPC-treated water. This was followed by a cleanup protocol with a Qiagen (Valencia, CA) RNeasy Total RNA mini kit. Total RNA was prepared for use on Affymetrix (Santa Clara, CA) microarrays, according to the directions from the manufacturer. Briefly, 8 μg of RNA was used in a reverse transcription reaction (SuperScript II; Life Technologies, Rockville, MD) to generate first strand cDNA. After second strand synthesis, double strand cDNA was used in an *in vitro* transcription reaction to generate biotinylated cRNA. This was purified and fragmented, following which 15 μg of biotin-labeled cRNA was used in a 300 μl hybridization cocktail which included spiked transcript controls. 200 μl of cocktail was loaded onto Affymetrix RAE 230A microarrays (Santa Clara, CA) and hybridized for 16 hr at 45°C with agitation. Standard post-hybridization washes and double-stain protocols used an Affymetrix GeneChip Fluidics Station 400. Arrays were scanned using a Hewlett Packard Gene Array scanner, and analyzed with Affymetrix MAS 5.0 software. The data have been deposited in the NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE15900.

Statistical analysis of the microarray data utilized Bayesian analysis of variance for microarrays (BAM), using BAMarray software (http://www.bamarray.com) [27]. Genes identified by BAM as having significantly changed expression were then further selected based on consistent and appropriate present and absent calls per Affymetrix software. Subsequently signals were averaged for tissue from the non-diabetic and from diabetic animals, and fold changes were calculated based on average values from each group. Analysis focused on genes whose expression changed at least ±1.5 fold in diabetic compared with control lung tissue, unless indicated otherwise. To assign biological meaning to the group of genes with changed expression, the subset of genes which met the above criteria was analyzed with the Gene Ontology (GO) classification system, using DAVID 2.1 software (http://david.abcc.ncifcrf.gov/) [28,29]. Over-representation of genes with altered expression within specific GO categories was determined using the one-tailed Fisher exact probability modified by the addition of a jackknifing procedure, which penalizes the significance of categories with very few genes and favors more robust categories with larger numbers of genes.

Real-time PCR (RT-PCR) was used to confirm changes in gene expression as described previously [20,25,26]. Testing was done using the same lung tissue that had been used for gene expression arrays. An Applied Biosystems ABI 7900HT unit with automation attachment (Foster City, CA) was used for RT-PCR. This unit is capable of collecting spectral data at multiple points during a PCR run. To execute the first step and make archive cDNA, 3 μg of total RNA was reverse transcribed in a 100 μl reaction using Applied Biosystems enzymes and reagents in accordance with the manufacturer’s protocols. RNA samples were accurately quantitated using a Nanodrop Technologies ND-1000 spectrophotometer (Wilmington, DE). Equal amounts of total RNA were reverse transcribed and then used in PCR amplifications. β-Actin had very little variation in expression across the sample set and therefore was chosen as the endogenous control. Since many of the target genes of interest were signaling molecules and likely to be expressed at low levels, we opted for a low dilution factor so as to create an environment more conducive to obtaining reliable results. The cDNA reaction from above was diluted by a factor of 10. For the PCR step, 9 μl of this diluted cDNA was used for each of three replicate 15 μl-reactions carried out in a 384 well plate. Standard PCR conditions were used for the Applied Biosystems assays: 50°C for 2 min, followed by 95°C for 10 min, followed by 40 cycles of 95°C for 15 sec alternating with 60°C for 1 min each. Values for RNA abundance were normalized for each gene with respect to the endogenous control in that sample, mean values for fold changes were calculated for each gene, and statistical testing was performed with the unpaired t-test.

## Results

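Lung RNA of 12 male Wistar rats was hybridized to Affymetrix RAE 230A arrays, with 1 array per animal. The 7 diabetic animals had received streptozotocin, a toxin that destroys the insulin-producing beta cells of the pancreas, at 60 mg/kg and 8 weeks of age, and the 5 control animals had received buffer. Both lungs were removed 4 weeks later after a fast, so each array represents whole lung with all of its cell types. The deposited table holds 1 MAS 5.0 signal per probe set and array, an intensity on a linear scale. The authors had scaled every array so that the mean of its signals, without the lowest and highest 2%, was 500. Of 15923 probe sets, 57 were Affymetrix controls, and 12783 of the others named a single gene (10411 genes in all). The 40% of probe sets with the lowest mean log2 signal, those under a signal of 170.0, were left out without regard to group. The remaining 9520 probe sets, which name 7036 genes, were tested with limma on log2 signals, with Benjamini-Hochberg adjustment. BAMarray, the present and absent calls and DAVID were not used here. The median signal per array ranged from 259.6 to 272.0 in control and from 252.7 to 265.6 in diabetic lung (exact permutation test over all splits of the arrays, two-sided, p = 0.120). Over the 66 pairs of arrays, Pearson's r across probe sets was 0.928 to 0.981. The mean r of diabetic animal 6 with its own group was 0.948, and that of the other 6 diabetic animals was 0.963 to 0.971. The ratio of the 3' to the 5' control probe set, which depends on RNA integrity, was 2.06 ± 0.437 (SD, n = 5) in control and 2.08 ± 0.372 (SD, n = 7) in diabetic lung for beta-actin (exact permutation test, p = 0.920). For GAPDH it was 1.32 ± 0.0778 (SD, n = 5) and 1.15 ± 0.0710 (SD, n = 7), which differed (exact permutation test, p = 0.00505). The 3' signal of beta-actin, the endogenous control of the RT-PCR, was 16472 ± 1730 (SD, n = 5) in control and 14743 ± 1341 (SD, n = 7) in diabetic lung (exact permutation test, p = 0.0833). That of GAPDH was 4337 ± 171 (SD, n = 5) and 3814 ± 375 (SD, n = 7) (exact permutation test, p = 0.0265). The number of arrays limits the precision of every value.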

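Nr1d1 and Nr1d2, which encode the clock repressors REV-ERB alpha and beta, rose by 1.99 (SE 0.31) and 1.24 (SE 0.19) on the log2 scale, each at an adjusted p of 0.0184 from limma. Ccn2, a matrix protein induced by TGF-beta, rose from a signal of 2754 ± 453 (SD, n = 5) to 4797 ± 650 (SD, n = 7), and Lbp, which carries bacterial lipopolysaccharide to CD14, rose from 327 ± 33.3 to 576 ± 164. Klf10, a TGF-beta-inducible transcription factor, rose from 777 ± 87.2 to 1406 ± 394. Rarres2, the gene of the chemoattractant adipokine chemerin, fell from 1790 ± 193 to 1074 ± 166, and the chemokine gene Cxcl14 fell from 1208 ± 384 to 664 ± 58.6. Also higher were Arrdc4, an arrestin relative of Txnip that limits glucose uptake, the aminopeptidase gene Enpep and the transcription factor gene Etv3. Maged2, P2rx1, an ATP-gated channel, Tp53inp2, an autophagy regulator, and Bsg, the chaperone of lactate transporters, were lower. In total 16 probe sets passed an adjusted p of 0.05 in limma, of which 2 name no gene, and 1564 had an unadjusted p under 0.05. They cover 14 genes, 8 higher and 6 lower, and the groups did not overlap for any of the 14. The count of 16 depended on single animals: it was 9, 2, 2 and 8 without control 1, 2, 4 and 5, and 8, 6, 6, 5, 27 and 27 without diabetic 1, 2, 3, 4, 5 and 6.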

There were 46 genes in the lung with diabetes-induced alterations in gene expression levels of at least ±1.5-fold (Table 1). For the vast majority of the genes the magnitude of the changed expression was in the range of ±1.5- to ±2-fold, with only 5 genes that had changed expression exceeding ±2-fold and only 1 gene that had changed expression exceeding ±3-fold. 

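Fold change was the ratio of the group mean signals, the higher over the lower, with a minus sign for a lower mean in diabetic lung. Of the genes past an adjusted p of 0.05 from limma, 9 had at least a 1.5-fold change. Nr1d1 had the largest at 4.11, the single gene beyond 3-fold, and Nr1d2 followed at 2.27. Arrdc4 (1.88), Klf10 (1.81), Lbp (1.76), Ccn2 (1.74), Cxcl14 (-1.82), Rarres2 (-1.67) and Maged2 (-1.63) lay between 1.5- and 2-fold. Beyond 2-fold 2 genes were higher and 0 lower in limma. At an unadjusted p under 0.05 there were 5 higher and 2 lower genes beyond 2-fold, and 75 genes beyond 1.5-fold. These 5 were Nr1d1, Nr1d2 and, named after their values were seen, the kinase-like regulator Trib3 (2.32), the methyltransferase gene Inmt (2.16) and the linker histone gene H1f10 (2.14). The 2 lower genes were Slc28a3, a nucleoside transporter (-2.06), and Scd, a fatty acid desaturase (-2.05). Of all genes tested, 94 had at least a 1.5-fold change whatever their p. The count of 9 was 2 without control 2 or control 4, 5 without control 5 or diabetic 2, 3 or 4, 6 without diabetic 1, 17 without diabetic 5 and 15 without diabetic 6.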

For the group as a whole, the number of genes with decreased expression exceeded the number with increased expression, although the only gene with a change exceeding ±3-fold was one with increased expression. 

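Among the 9 genes past both thresholds, 6 were higher and 3 were lower in diabetic lung. At an unadjusted p under 0.05 from limma 39 genes were higher and 36 lower by at least 1.5-fold. The balance depended on the scaling of the arrays: 57.1% of all genes past the adjusted threshold were higher, and 72.2% were once each array was centred on its median. It also depended on the test. At 1.5-fold, lower genes led with array weights (13 higher, 15 lower) and at an adjusted p under 0.10 (18 and 19). They also led at an unadjusted p under 0.01 (27 and 30) and in an unequal-variance test on untransformed signals (28 and 34). Higher genes led with each scaling and filter tested. The signal of Nr1d1 ranged from 65.4 to 142.8 in the 5 control and from 157.2 to 644.6 in the 7 diabetic animals. Nr1d1 was under the signal of the filter in all 5 control animals, so its fold change rests on a dim baseline of 99.5 ± 36.1 (SD, n = 5).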

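Tnc, which encodes the matrix protein tenascin C, had a signal of 484 ± 32.8 (SD, n = 5) in control and 265 ± 138 (SD, n = 7) in diabetic lung. The signal of Scd was 1203 ± 476 and 587 ± 215, and that of Cxcl12, a chemokine of stromal cells, was 1084 ± 121 and 723 ± 194. Gadd45b, a stress sensor upstream of MAP kinases, had 824 ± 204 and 1435 ± 294, and Xdh, the oxidase that makes uric acid, had 2554 ± 101 and 4363 ± 2025. Adjusted over the list alone, 16 genes rose: Nr1d1, Nr1d2, Svbp, Ccn2, Gadd45b, Slc22a3, Cd14, Klf10, Bhlhe41, Ebag9, Xdh, Prkaa1, P2rx4, Lbp, Pcyox1 and Nek6. The 24 genes that fell were the collagen genes Col1a1, Col3a1 and Col15a1, the matrix and signalling genes Tnc, Sfrp2, Cxcl12, Cxcl14 and Rarres2, the channel and transporter genes Fxyd1, Scn3b, Slc7a10 and Slc28a3, the metabolic genes Scd, Ass1, Aldh1l1 and Ckb, the replication genes Pola2 and Chek1, and Lrrn3, Cd79b, Maged2, Rgs7, Cish and Vapb. Lcn2, Gpnmb, Atp1b3 and Mx2 passed in neither direction on the brightest probe set of each. Their adjusted p from limma was 0.473, 0.0842, 0.555 and 0.997, adjusted over the list alone. A dimmer probe set of Mx2, which the filter left out, had a fold change of -3.16. Over all probe sets, 8 of the 44 genes with a probe set passed an adjusted p of 0.05, 5 higher and 3 lower. The groups did not overlap for 16 of the 44 genes. The study chose these genes on the same animals, so their counts are not independent evidence. The count of 8 was 1 without control 2 or 4, 5 without control 3 or diabetic 1, 4 without control 5 or diabetic 2, 3 or 4, and 12 without diabetic 6. Tas1r2 was not analysed here.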

A complete list of these 46 genes is provided in Additional file 1: Table S1 [*intended for online publication only*]. Further analysis was performed using the group of all genes with at least ±1.5-fold changed expression.

**Table 1:** Diabetes altered the expression of a relatively small number of genes in the lung

**Fold change threshold**	**Total number of genes**	**Genes with increased expression**	**Genes with decreased expression**
± 1.5	46	19	27
± 2	5	2	3
± 3	1	1	0

Data are depicted for various fold-change thresholds, and are indicated separately for all genes with significantly changed expression, just those with increased expression, and just those with decreased expression. (n = 5, 7 for control and diabetic, respectively).

The 46 genes with altered expression were assigned to gene ontology (GO) terms using over-representation analysis. 

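Over-representation among the 44 genes of Table S1 with a probe set was tested on 36 lists of genes, against the 10411 genes named on the array, by a one-sided Fisher's exact test. The clock list held 3 of them, Nr1d1, Nr1d2 and Bhlhe41, a repressor of clock transcription, among 13 genes (adjusted p = 0.000704). The collagens held Col1a1, Col3a1 and Col15a1 among 26 genes (adjusted p = 0.00308). Amino acid metabolism held the urea cycle gene Ass1, the folate enzyme gene Aldh1l1 and the transporter gene Slc7a10 among 36 (adjusted p = 0.00482), and the acute phase list held Lcn2, Cd14 and Lbp among 38 (adjusted p = 0.00482). Other matrix genes held Tnc, Sfrp2 and Cxcl12 among 53 (adjusted p = 0.0103). Of alveolar type II cell markers, 2 of 15 were in Table S1 (adjusted p = 0.0106), and of macrophage markers 2 of 19 (adjusted p = 0.0147). The cell cycle list, with 2 of 47, did not pass (adjusted p = 0.0753). Counting 1 gene less, as a penalty for small groups, gave unadjusted p = 0.00132 for the clock list, 0.00532 for the collagens, 0.0616 for the type II cell markers and 0.0774 for the macrophage markers. Some lists include genes because Table S1 names them, so these values are not independent evidence.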

There were five specific GO terms or groups of closely related GO terms, which ranged in size from three to eight genes each (Table 2). In addition, there were a number of considerably more general GO terms (eg. extracellular region, regulation of biological process, organismal physiological process), which will not be considered further here. Of the five specific GO terms or groups of GO terms, two were characterized by uniformly increased gene expression (apoptosis and response to stress), one by uniformly decreased gene expression (collagen), and two by both increases and decreases in gene expression (protein kinase activity and ion transport). 

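Of the genes of Table 3, Klf10, Gadd45b, Ebag9, an estrogen-induced antigen, and Prkaa1, the catalytic subunit of AMP kinase, rose in the apoptosis group, and Lcn2, an iron-binding protein of innate defence, did not pass. The rise of Ebag9 rests on its brighter probe set. A second one that the filter kept had a signal of 340 ± 15.3 (SD, n = 5) in control and 335 ± 21.0 (SD, n = 7) in diabetic lung. In the response to stress group Ccn2, Lbp, Gadd45b, Prkaa1 and the lipopolysaccharide receptor gene Cd14 all rose. These are counts of 4 of 5 and 5 of 5 adjusted over the list alone, and 1 (Klf10) and 2 (Ccn2 and Lbp) adjusted over all probe sets in limma. The median log2 change was 0.60 for the apoptosis group (camera, adjusted p = 4.40e-05, and adjusted p = 0.0140 with an estimated correlation) and 0.79 for the stress group (adjusted p = 2.39e-07, and adjusted p = 0.0140 with an estimated correlation). The study chose both groups on these animals, so this is not independent evidence. The paper does not name the members of its kinase and ion transport groups, so the lists used here were chosen from Table S1 by gene title or known function. Among 6 channel and transporter genes, P2rx4, an ATP-gated channel, rose, and the sodium channel subunit gene Scn3b, the sodium pump regulator gene Fxyd1, Slc7a10 and Slc28a3 fell, adjusted over the list alone. Their median log2 change was -0.73 (camera, adjusted p = 0.0453, but adjusted p = 0.343 with an estimated correlation). Among 4 genes of kinases and their regulators, Gadd45b, Prkaa1 and the mitotic kinase gene Nek6 rose adjusted over the list alone, and Ckb, a creatine kinase and not a protein kinase, fell. Over all probe sets in limma 0 genes of either list passed. At an unadjusted p under 0.05 the channel list had 1 higher and 4 lower genes and the kinase list 3 higher and 1 lower. These balances cover only genes that the filter kept, 6 of 7 channel and 4 of 6 kinase genes on the array. Among Table S1 genes under the filter, the transporter gene Slc22a3 was higher (fold change 1.68). The kinase gene Chek1 (-1.61) and the cytokine signalling gene Cish (-1.72), also under the filter, were lower. Wider lists were tested as well. Of 30 genes of the apoptosis machinery, such as Bcl2l1 (log2 change 0.51), Bad (-0.17), Diablo (-0.13) and Mcl1 (0.17), 0 passed in limma over all probe sets or adjusted over the list alone, and 1 had an unadjusted p under 0.05. Their median log2 change was -0.02 (camera, adjusted p = 0.673). A list of 30 acute stress and immediate early genes, called immediate early genes elsewhere, also held heat shock genes such as Hspa1a. Of these 30, the phosphatase genes Dusp1 (0.43) and Dusp6 (0.31) and the survival gene Ier3 (0.57) rose adjusted over the list alone. Over all probe sets 0 passed in limma, and 7 were higher and 2 lower at an unadjusted p under 0.05. The median of the 30 was 0.10 (camera, adjusted p = 0.0208, but adjusted p = 0.468 with an estimated correlation). Of 23 acute phase genes, Lbp rose over all probe sets and Lbp and Cd14 adjusted over the list alone (median 0.05, camera, adjusted p = 0.212).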

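Within the apoptosis group of Table 3, the fold change was 1.61 for Lcn2, 1.74 for Gadd45b, 1.52 for Ebag9 and 1.15 for Prkaa1. Cd14, in the stress group, had 1.58. Within the collagen group, Col1a1 had -1.98, Col15a1 -1.87 and Col3a1 -1.82. The signal of Ebag9 was 381 ± 62.8 (SD, n = 5) in control and 579 ± 114 (SD, n = 7) in diabetic lung, that of Cd14 was 419 ± 54.2 and 660.1 ± 204, and that of Prkaa1 was 708 ± 53.6 and 815 ± 84.0. The signal of Lcn2 was 2761 ± 684 and 4450.4 ± 3516. Its higher mean rests on diabetic animals 1 and 2, with signals of 9121 and 9757, and the other 5 diabetic animals had 1317 to 3709.

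**Figure D1:**
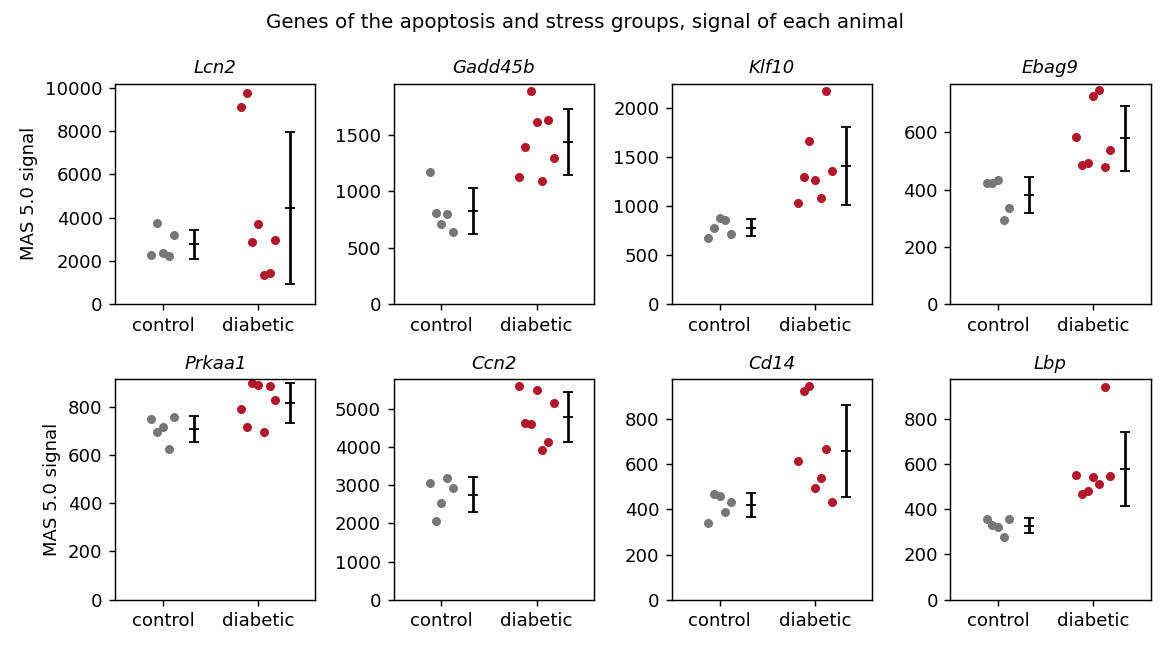
MAS 5.0 signal of 8 genes of the apoptosis and stress groups in each of 5 control (grey) and 7 diabetic (red) animals, with mean and SD. The diabetic animals lie above all controls for Klf10, Ebag9 (brighter probe set), Ccn2 and Lbp, and those of Lcn2 spread from 1317 to 9757.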

For all five the magnitude of expression changes of the constituent genes did not exceed ±2-fold. 

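Collagen genes of the fibrils were among those that fell in diabetic lung, adjusted over the list alone. Col1a1 and Col1a2 encode the chains of type I collagen and Col3a1 that of type III, the main fibrils of the lung interstitium. The signal of Col1a1 was 1759 ± 392 (SD, n = 5) in control and 889 ± 316 (SD, n = 7) in diabetic lung, that of Col3a1 was 8739 ± 392 and 4809 ± 1648, and that of Col1a2 was 2494 ± 355 and 1389.7 ± 505. A second probe set of Col1a1 had a log2 change of -0.57 (SE 0.18), against -1.06 (SE 0.26) for the brighter one. Col15a1, which links fibrils to basement membranes, had 865 ± 101 and 463 ± 194. Of 16 collagen genes tested, 10 fell adjusted over the list alone and 0 over all probe sets in limma, where 10 had an unadjusted p under 0.05. The other 6 that fell were Col5a1 (log2 change -0.59), Col18a1 (-0.56), Col5a2 (-0.51), Col6a3 (-0.50), Col14a1 (-0.43) and Col6a1 (-0.30). The type IV genes Col4a1 (-0.02), Col4a2 (-0.12) and Col4a5 (0.04) did not pass. The median log2 change of the 16 was -0.47 (camera, adjusted p = 2.39e-07, but adjusted p = 0.249 with an estimated correlation), and without the 3 genes of Table 3 it was -0.30. Markers of fibroblasts, which make these collagens, moved as well: of 19, 10 fell and 3 rose adjusted over the list alone (median log2 change -0.34, camera, adjusted p = 0.0103, but adjusted p = 0.468 with an estimated correlation). The GAPDH 3' to 5' ratio, which depends on RNA integrity, also differed between the groups (exact permutation test, two-sided, p = 0.00505). Per animal, the mean collagen log2 signal relative to the control mean was -0.09 to 0.08 in control and -0.91 to -0.19 in diabetic lung (exact permutation test, two-sided, p = 0.00379, n = 5 and 7). The lowest, -0.91, was diabetic animal 6, the array least correlated with its group. The study chose the 3 genes of Table 3 on these animals. Without them, a test added after the values were seen, the mean was -0.05 to 0.06 in control and -0.64 to -0.12 in diabetic lung (exact permutation test, two-sided, p = 0.00379).

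**Figure D2:**
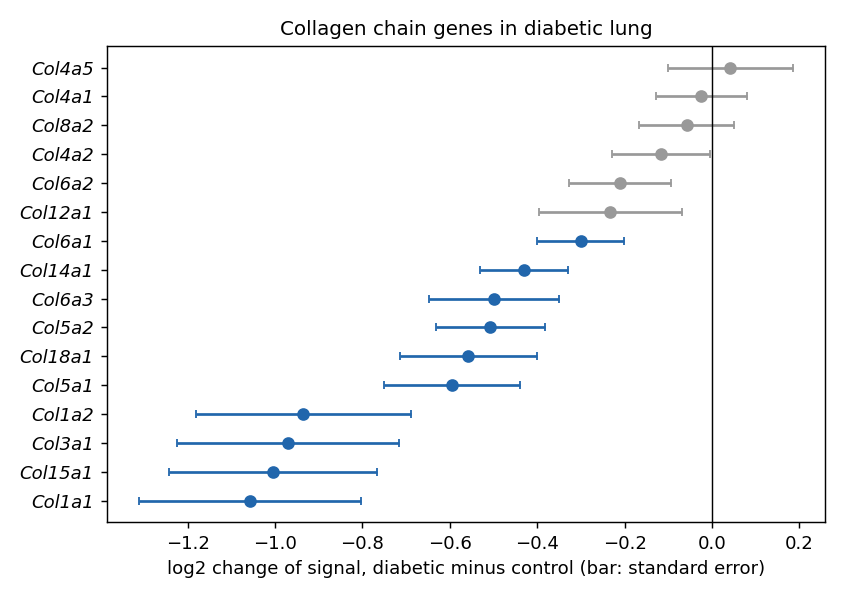
Log2 change in diabetic against control lung of 16 collagen genes, with standard error. The 10 genes in blue passed a p of 0.05 adjusted over the list alone, from Col1a1 at -1.06 to Col6a1 at -0.30.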

Table 3 lists the individual genes that belonged to the three GO terms or groups with uniform directionality of expression changes as well as their respective fold changed expression values.

**Table 2:** Five major specific gene ontology (GO) groupings with statistically significant over-representation among genes with at least 1.5-fold changed expression in diabetic compared with normal lung

	**Number of genes**	**P Value**
**Specific GO term**		
*Terms Related to collagen*		
Collagen	3	0.0024
Fibrillar Collagen	2	0.025
*Terms Related to Ion Transport*		
Ion Transporter Activity	8	0.014
Cation Transporter Activity	7	0.016
*Terms Related to Apoptosis and Cell Death*		
Programmed Cell Death	5	0.025
Death	5	0.026
Cell Death	5	0.026
Apoptosis	5	0.030
*Terms Related to Response to Stress*		
Response to Stress	5	0.033
*Terms Related to Regulation of Kinase Activity*		
Regulation of Protein Kinase Activity	4	0.036
Regulation of Kinase Activity	4	0.038
Positive Regulation of Protein Kinase Activity	3	0.048

P values reflect statistical significance of each GO term being over-represented among genes with altered expression.

(n = 5, 7 for control and diabetic, respectively).

**Table 3:** Specific genes assigned to the gene ontology groups for which the direction of the expression changes were uniform

**Gene symbol**	**Gene name**	**Gene ID**	**Fold change**
*Apoptosis and Cell Death*			
Lcn2	lipocalin 2	170496	1.94
Gadd45b	growth arrest and DNA-damage-inducible 45 beta	299626	1.73
Klf10	Kruppel-like factor 10	81813	1.63
Ebag9	estrogen receptor-binding fragment-associated gene 9	299864	1.59
Prkaa1	protein kinase, AMP-activated, alpha 1 catalytic subunit	65248	1.58
*Response to Stress*			
Ctgf	connective tissue growth factor	64032	1.77
Gadd45b	growth arrest and DNA-damage-inducible 45 beta	299626	1.73
Cd14	CD14 antigen	60350	1.68
Prkaa1	protein kinase, AMP-activated, alpha 1 catalytic subunit	65248	1.58
Lbp	lipopolysaccharide binding protein	29469	1.56
*Collagen*			
Col15a1	procollagen, type XV	298069	-1.88
Col1a1	procollagen, type 1, alpha 1	29393	-1.85
Col3a1	procollagen, type III, alpha 1	84032	-1.70

Figure 1 compares the number and magnitude of gene expression changes in the lung with that reported previously for the heart in a study from our laboratory that used the same model of type 1 diabetes and the same methodology as the present study [20]. The heart had many more genes with diabetes-induced altered expression than the lung (261 *vs.* 46 genes, respectively). Furthermore, the maximum magnitudes of the changes in expression were higher in the heart than the lung (range in fold changes of -13.0 to 14.6 *vs.* -2.6 to 3.8, respectively). 

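In the lung, fold changes over the genes of Table S1 ranged from -2.06 for Slc28a3 to 4.11 for Nr1d1 where each gene was represented by its brightest probe set. Slc28a3 takes up nucleosides into cells, and its signal was 289 ± 60.4 (SD, n = 5) in control and 140.0 ± 59.4 (SD, n = 7) in diabetic lung. A dimmer probe set of the interferon-induced gene Mx2, which the filter left out, lay beyond this range at -3.16, with 304.5 ± 108 and 96.5 ± 110.2, and its brighter probe set had 1.25. A dimmer probe set of Vapb, also left out, lay just beyond it at -2.08, with 195 ± 34.6 and 93.7 ± 43.9. The brighter probe set of Vapb had -1.17. The heart arrays were not analysed here.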

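Over the 44 genes of Table S1 with a probe set, the sum of the absolute fold changes in the lung was 74.9. Over the 9 genes past both an adjusted p of 0.05 in limma and a 1.5-fold change, Nr1d1 among them, it was 18.7.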

Consequentially the disease load index (summation of the absolute magnitude of fold changes for all genes with altered expression) [20,30] was considerably higher for the heart than the lung (583.2 *vs.* 81.5, respectively).Results of RT-PCR studies that confirmed gene expression array data are depicted in Figure 2. The direction of the expression changes were identical for expression array and PCR data, and the gene expression changes measured by PCR were statistically significant (range P < 0.05 to P < 0.001). In addition gene array and PCR data were correlated with each other (r = 0.97, P < 0.001).

**Figure 1:**
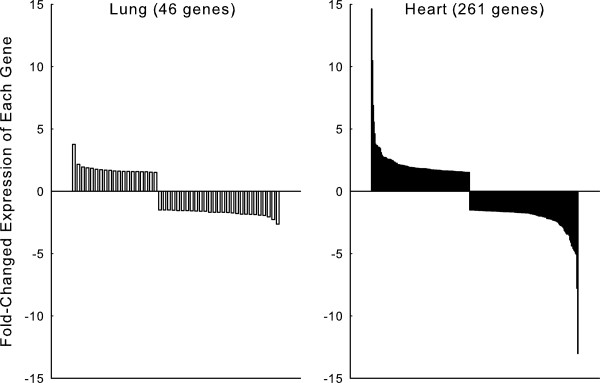
**Gene expression changes with diabetes are compared for the lung (n = 5, 7 for control and diabetic, respectively) and the heart (n = 3, 3 for control and diabetic, respectively).** Plotted are fold-change values for each of the genes with at least ±1.5-fold changed expression in each of the two tissue types. Heart data are from van Lunteren and Moyer (2007).

**Figure 2:**
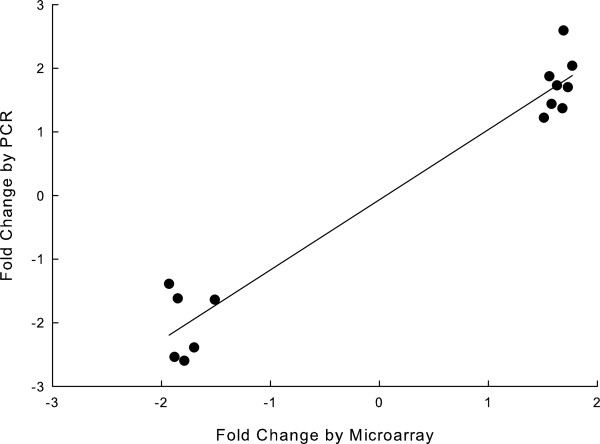
**Changes in gene expression in diabetic lung measured by RT-PCR are compared with values obtained with gene expression microarrays.** All genes had significantly altered expression by microarrays. (n = 5, 7 for control and diabetic, respectively). Data are well correlated (r = 0.97, P < 0.001).

## Discussion

The present study used a genome-wide expression approach to characterize alterations in lung gene expression by streptozotocin-induced diabetes in rats. Several specific areas were noted with altered gene expression, three of which had uniform directional changes (apoptosis/cell death, response to stress and collagen) and two of which had heterogeneous directional changes (protein kinase activity and ion transport). Nonetheless, the number of genes with altered expression, and the magnitude of the changed expression, were modest compared with findings in most other (albeit not all) tissue types reported previously [13,15-21,31].

Several GO groups of genes with streptozotocin-induced diabetes altered expression found in the present lung study have previously been identified in gene expression array studies of other organ systems. Diabetes-induced changed gene expression related to apoptosis and/or cell death has been found in spleen [15], skeletal muscle [19], and lens [16]. Gene expression changes related to response to stress have been found in skeletal muscle [19] and lens [16]. Collagen gene expression changes have been found in skeletal muscle [21,31], corpus cavernosum [17], and heart [20]. Thus lung and other tissue types share at least some of the effects of type 1 diabetes on gene expression.

A previous study found differences among tissue types (kidney, heart, skeletal muscle and retina) in the effects of diabetes on gene expression [19]. In the present study, two gene groups identified as having changed expression with diabetes in the lung were not identified as having changed expression in a number of gene expression array studies examining other tissues, namely protein kinase activity and ion transport [13,15-21,31]. Conversely, many GO groups of genes with changed expression in other tissues were not found to have changed expression in the lung. One notable area is that of energy production, including lipid and carbohydrate metabolism, which has been identified as having changed expression with type 1 diabetes in skeletal muscle [19,21], heart [18-20], and kidney [19]. 

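Of 36 genes of glycolysis, gluconeogenesis and glucose uptake, 25 lay below and 11 above 0, with a median log2 change of -0.05 (camera, adjusted p = 0.355). Those of smallest p were the glycogen synthase gene Gys1 (-0.47 on the log2 scale, SE 0.14, adjusted p = 0.124), the glycogen phosphorylase gene Pygm (-0.39), the sorbitol dehydrogenase gene Sord (-0.28) and Pfkfb3, which drives glycolysis (0.40). Of 32 genes of fatty acid oxidation and ketogenesis, the median was 0.02 (camera, adjusted p = 0.246). Here the fatty acid hydroxylase gene Cyp4b1 (-0.32), the ketone-using enzyme gene Oxct1 (-0.33), the lipase inhibitor gene Angptl4 (0.83, SE 0.27, adjusted p = 0.155) and the thiolase gene Acaa2 (-0.42) had the smallest p. Of 43 genes of the citrate cycle and oxidative phosphorylation, 34 lay below 0, with a median of -0.08 (camera, adjusted p = 0.0128, but adjusted p = 0.512 with an estimated correlation). Examples are the ATP synthase gene Atp5f1c (-0.33), the complex I genes Ndufa9 (-0.21) and Ndufv2 (-0.23) and the citrate synthase gene Cs (0.22). In each of the 3 lists 0 genes passed in limma over all probe sets or adjusted over the list alone. The lists do not hold Arrdc4, which limits glucose uptake and rose by 0.94 on the log2 scale (limma over all probe sets, adjusted p = 0.0132). Its relative Txnip was counted in the antioxidant list. At an unadjusted p under 0.05 the higher and lower genes were 2 and 3 in the glycolysis list, 3 and 3 in the oxidation list and 1 and 7 in the mitochondrial list. In simulated data of the same size, limma recovered 67.9% of 1.5-fold and 97.8% of 2-fold changes, and smaller changes were not simulated. The simulation changed 200 probe sets at once. In the lung data 9 of the 94 genes with at least a 1.5-fold change passed, so these rates may be too high for the lists here. Changes in these lists could therefore have been missed.

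**Figure D3:**
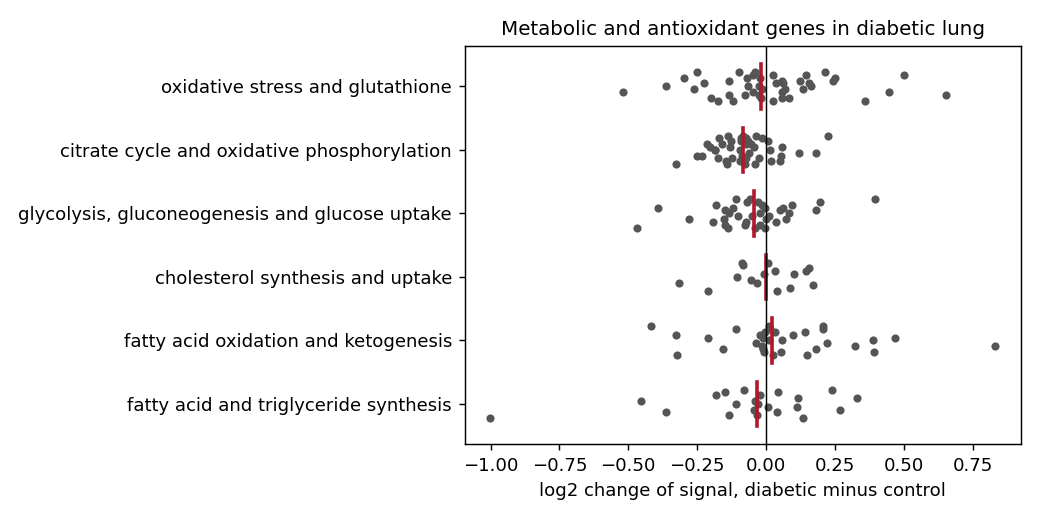
Log2 change in diabetic against control lung of each measured gene in 6 metabolic and stress lists, 1 point per gene, with the list median as a red line. All 6 medians lie between -0.08 and 0.02.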

Another area is that of oxidative stress, for which gene expression changes have been described with type 1 diabetes in corpus cavernosum [17] and heart [18,20]. 

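Of 44 genes of antioxidant defence and oxidant production, Txnip, which binds thioredoxin and responds to glucose, and Nfe2l2, which encodes the antioxidant regulator NRF2, rose adjusted over the list alone, each at an adjusted p of 0.0361 from limma. The signal of Txnip was 11483 ± 1419 (SD, n = 5) in control and 14703 ± 1625 (SD, n = 7) in diabetic lung, and that of Nfe2l2 was 1529 ± 89.9 and 1808 ± 82.1. The glutathione transferase gene Gsta4 (log2 change -0.52) and the thioredoxin reductase gene Txnrd1 (-0.25), a target of NRF2, were lower without passing. Over all probe sets 0 of the 44 passed in limma, and 4 were higher and 6 lower at an unadjusted p under 0.05. The median log2 change was -0.02 (camera, adjusted p = 0.738).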

One limitation of such direct comparisons of tissue types is the methodological heterogeneity among studies with regards to the specific model of type 1 diabetes studied, the type of gene expression array, and the data analysis and statistical approaches. However, a previous study of the heart from our laboratory [20] used the same methodological strategies as the present study, and identified cardiac changes related to lipid metabolism, oxidoreductase activity and calcium ion binding which were not found in the lung in the present study. This suggests that lung has tissue-specific gene expression responses to type 1 diabetes in addition to the shared responses already mentioned.

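Of 22 genes of fatty acid and triglyceride synthesis in the lung, 0 passed in limma over all probe sets or adjusted over the list alone, and 3 were higher and 3 lower at an unadjusted p under 0.05. Scd had the smallest p (fold change -2.05, adjusted p = 0.111), and the acyl-CoA synthetase gene Acsl4 (0.33), the lipogenic regulator gene Mid1ip1 (0.27) and the triglyceride synthesis gene Dgat2 (0.24) lay on the other side. The median log2 change was -0.03 (camera, adjusted p = 0.768). Of 16 cholesterol genes, among them the sterol isomerase gene Ebp (-0.21), 0 passed and 1 was lower at an unadjusted p under 0.05, with a median of -0.00 (camera, adjusted p = 0.959). From gene groups altered in the heart and not found in the lung, the paper proposes that the lung has tissue-specific responses beside those it shares.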

Among the five GO terms or groups of GO terms identified as having changed gene expression in the lung with type 1 diabetes, apotosis/cell death is an attractive candidate process that may contribute importantly to the genesis of functional impairment of the lung. Interestingly, insulin inhibits apoptosis [32] and furthermore tight glycemic control accomplished with exogenous insulin or pancreatic transplantation attenuates and/or reverses type 1 diabetes-induced pulmonary function abnormalities [2,33]. Furthermore, osteopontin-deficient mice with streptozotocin-induced diabetes have milder cardiomyopathy and reduced apoptosis compared with wild-type mice with streptozotocin-induced diabetes [34], supporting the involvement of apotosis in diabetes-induced organ dysfunction (albeit that of cardiac muscle). However, genes belonging to the other four GO terms or groups of GO terms, or even single genes not assigned to specific GO terms, may very well also play important roles in the genesis of pulmonary dysfunction with diabetes.

## Conclusions

In summary, this study demonstrates that diabetes mellitus induced by streptozotocin alters gene expression in the lung of Wistar rats. Directionally uniform changes were noted for genes involved in three areas, apoptosis/cell death, response to stress and collagen, whereas directionally heterogeneous changes were noted for genes involved in the regulation of protein kinase activity and ion transport. Equally notable was the absence of changes in some processes such as carbohydrate and lipid metabolism that are implicated in diabetes-induced dysfunction in other tissues.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

EvL conceived of the study, participated in its design and coordination and drafted the manuscript. SS carried out the initial gene analysis. MM isolated RNA, finished gene analysis and helped with manuscript. All authors read and approved final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1472-6823/14/5/prepub

## Supplementary Material

Additional file 1: Table S1 Complete list of genes with statistically significant changes of at least ±1.5-fold in diabetic compared with normal lung. (n = 5, 7 for control and diabetic, respectively). Click here for file

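Each gene of Table S1 was represented here by its brightest probe set, after older symbols were matched to present ones (Ctgf is Ccn2, Ccdc23 is Svbp, Bhlhb3 is Bhlhe41, Fthfd is Aldh1l1). Of the 44 genes, 43 had a mean on the side that Table S1 gives, all but Mx2. Mx2 had 1.25 and, for a dimmer probe set that the filter left out, -3.16, which is on the side of Table S1. At least a 1.5-fold change was found for 15 of 19 increased and 20 of 25 decreased genes, with median fold changes of 1.64 and -1.67. Probe sets of a gene could differ. The AMP kinase gene Prkaa1 had 1.15 and, for a dimmer probe set that the filter left out, 1.47. Vapb, a membrane protein of the endoplasmic reticulum, had -1.17 and, for such a probe set, -2.08. Over the probe sets that the filter kept, Col1a1 had -1.98 and -1.46, Ebag9 had 1.52 and -1.01, Cxcl12 had -1.50 and -1.36, and Nr1d2 had 2.27 and 2.01. The sodium pump subunit gene Atp1b3 had 1.03, with a signal of 3612 ± 401 (SD, n = 5) in control and 3730 ± 281 (SD, n = 7) in diabetic lung. Gpnmb, a glycoprotein of macrophages, had 1.64, which rests on diabetic animals 1 and 2 with signals of 6925 and 7171 against 2068 to 2888 in the other 5. Slc22a3, Chek1, Aldh1l1 and Cish lay under the filter on dim probe sets, and their values come from the fit without it.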

# Supplementary material for: Alterations in lung gene expression in streptozotocin-induced diabetic rats
**Source:** BMC Endocr Disord. 2014 Jan 15;14:5. doi: 10.1186/1472-6823-14-5
**Supplement:** Additional file 1: Table S1 — Complete list of genes with statistically significant changes of at least ±1.5-fold in diabetic compared with normal lung. (n = 5, 7 for control and diabetic, respectively).

SUPPLEMENTAL TABLE 1: Complete list of genes with statistically significant changes of at least ±1.5-fold in diabetic compared with normal lung. (n=5, 7 for control and diabetic, respectively)

Gene Fold

Symbol Gene Title Gene ID Change

Nr1d1 nuclear receptor subfamily 1, group D, member 1 252917 3.75

Nr1d2 nuclear receptor subfamily 1, group D, member 2 259241 2.17

Lcn2 lipocalin 2 170496 1.94

Gpnmb glycoprotein (transmembrane) nmb 113955 1.88

Ccdc23 coiled-coil domain containing 23 362578 1.84

Ctgf connective tissue growth factor 64032 1.77

Gadd45b growth arrest and DNA-damage-inducible 45 beta 299626 1.73

Slc22a3 solute carrier family 22, member 3 29504 1.69

Cd14 CD14 antigen 60350 1.68

Klf10 Kruppel-like factor 10 81813 1.63

Bhlhb3 basic helix-loop-helix domain containing, class B3 117095 1.62

Ebag9 estrogen receptor-binding fragment-associated gene 9 299864 1.59

Xdh xanthine dehydrogenase 497811 1.59

Prkaa1 protein kinase, AMP-activated, alpha 1 catalytic subunit 65248 1.58

P2rx4 purinergic receptor P2X, ligand-gated ion channel 4 29659 1.58

Lbp lipopolysaccharide binding protein 29469 1.56

Pcyox1 prenylcysteine oxidase 1 246302 1.56

Nek6 NIMA (never in mitosis gene a)-related expressed kinase 6 360161 1.53

Atp1b3 ATPase, Na+/K+ transporting, beta 3 polypeptide 25390 1.51

Tas1r2 Taste receptor, type 1, member 2 29408 -1.51

Lrrn3 leucine rich repeat protein 3, neuronal 81514 -1.51

Ckb creatine kinase, brain 24264 -1.51

Cxcl12 chemokine (C-X-C motif) ligand 12 24772 -1.52

Trpc3 transient receptor potential cation channel, subfamily C, member 3 60395 -1.55

Fxyd1 FXYD domain-containing ion transport regulator 1 58971 -1.56

Sfrp2 secreted frizzled-related protein 2 310552 -1.56

Cd79b CD79B antigen 171055 -1.57

Maged2 melanoma antigen, family D, 2 113947 -1.60

Rarres2 retinoic acid receptor responder (tazarotene induced) 2 297073 -1.60

Chek1 checkpoint kinase 1 homolog (S. pombe) 140583 -1.61

Fthfd formyltetrahydrofolate dehydrogenase 64392 -1.68

Rgs7 regulator of G-protein signaling 7 54296 -1.69

Cish cytokine inducible SH2-containing protein 83681 -1.69

Slc7a10 solute carrier family 7 (cationic amino acid transporter,

y+ system), member 10 114518 -1.70

Col3a1 procollagen, type III, alpha 1 84032 -1.70

Pola2 polymerase (DNA directed), alpha 2 85242 -1.74

Scn3b sodium channel, voltage-gated, type III, beta 245956 -1.79

Cxcl14 chemokine (C-X-C motif) ligand 14 306748 -1.83

Tnc Tenascin C 116640 -1.84

Col1a1 procollagen, type 1, alpha 1 29393 -1.85

Col15a1 procollagen, type XV 298069 -1.88

Slc28a3 solute carrier family 28 (sodium-coupled nucleoside

transporter), member 3 140944 -1.93

Ass argininosuccinate synthetase 25698 -1.93

Scd1 stearoyl-Coenzyme A desaturase 1 246074 -2.05

Vapb vesicle-associated membrane protein, associated protein B and C 60431 -2.28

Mx2 myxovirus (influenza virus) resistance 2 286918 -2.64

How the deposited data were processed for this re-analysis (not part of the article)

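Gene expression was measured in whole lung of 5 control and 7 streptozotocin-diabetic rats with Affymetrix RAE 230A arrays, 1 array per animal. The authors computed 1 signal per probe set with MAS 5.0 from perfect match and mismatch probes and scaled each array to a trimmed mean of 500. The deposited values are on a linear scale with the unit intensity, and no replicates were pooled. They were taken as given and transformed to log2, and 1 value at or below 0 was replaced by 0.1. The 57 Affymetrix control probe sets were left out of the test. Probe sets were named through Entrez IDs (12748), accessions (2) or the symbol of the annotation (33), while 312 naming several genes and 2771 naming none stayed in the test without a gene name. The groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with an intensity trend), two-sided, over the 9520 probe sets left after the 40% with the lowest mean log2 signal were removed. The threshold was an adjusted p of 0.05 (Benjamini-Hochberg). A gene counted once if a probe set naming it alone passed. Figures were drawn in python 3.11.15 with matplotlib 3.10.9.

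Groups, tests, gene lists, thresholds and most alternatives were set before the data were examined. The text names every gene of Table S1 and Table 3, the genes past the threshold (up to 12 in each direction), up to 4 genes of smallest p in each list, and beta-actin and GAPDH. The values printed in Table S1 were known when that rule was written. Of 43 lists, 34 with at least 5 measured genes were tested with camera at a preset correlation of 0.01, and again with an estimated correlation, on 1 probe set per gene. The lists cover apoptosis, immediate early and acute phase genes, collagens and other matrix genes, lipid, carbohydrate, mitochondrial, antioxidant, ubiquitin and amino acid metabolism, the clock, glucocorticoid, interferon, insulin, vascular and cell cycle genes, cell type and tissue markers, the groups of Table 3, and channel and kinase lists chosen from Table S1 by gene title or known function. Measures per array were compared by an exact permutation test over all splits of the 12 arrays.

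The fit was tested on simulated data built from the values of these arrays. With no simulated change 0 probe sets were called. With 200 changed probe sets, 125 of 184 kept by the filter (67.9%) were recovered at 1.5-fold, 179 of 183 (97.8%) at 2-fold and 179 of 181 (98.9%) at 3-fold, with 10, 5 and 9 false calls. The number of arrays limits the precision of each value. Alternatives covered the scaling between arrays, a pseudocount of 64.2, the filter, the variance model, array weights, the replicate number as a block, the threshold, the test, the probe sets of a gene, the list members and leaving out each animal. Models in limma with the 3' to 5' ratio of beta-actin or GAPDH, and without diabetic animals 6 and 7, were added after seeing the data. BAMarray, the present and absent calls and DAVID were not used here, and the heart arrays and the RT-PCR were not analysed here.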

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

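The collagen tests without diabetic animal 6 and on fibroblast markers, and the clock test, were chosen only after the result was seen. The collagen tests with the beta-actin and GAPDH ratios were set after the ratios and the collagen changes were seen but before these fits, and the limma models with the ratios were chosen after seeing the data.

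Among genes that Table S1 does not list, 6 passed an adjusted p of 0.05 in limma. Arrdc4, which limits glucose uptake, rose by 0.94 on the log2 scale. Enpep, which cleaves angiotensin II, rose by 0.54, and the repressor gene Etv3 rose by 0.44. P2rx1 (-0.57), Tp53inp2 (-0.48) and Bsg (-0.38) fell.

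Outside the groups that the paper discusses, 5 lists passed an adjusted p of 0.05 in camera with the preset correlation and none with an estimated one (range of adjusted p 0.343 to 0.512). The median log2 change was 0.19 in the E-box arm of the clock, 0.11 in glucocorticoid-responsive genes, -0.11 in cell cycle genes, -0.34 in fibroblast markers and 0.19 in macrophage markers.

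Single animals lay far from the others of their group in 6 of 130 groups of values tested. Chance flags about 1 in 20 groups, which is 6.5 of 130. The gap to the nearest animal as a share of the group's range was 0.654 for the GAPDH 3' to 5' ratio of diabetic 6 (1.30), 0.658 for its mean correlation with its group (0.948) and 0.818 for its Lbp signal (939.6). It was 0.602 for Ckb in diabetic 7 (656.4), 0.797 for Sfrp2 in control 1 (197.5) and 0.942 for Arrdc4 in control 2 (522.3). Diabetic 6 also stood apart on the component with the largest share of variance (24.0%), and its mean collagen signal was the lowest.

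Lower collagen signals in diabetic lung were weighed against animal 6, RNA quality and a loss of fibroblasts. Without diabetic 6 the median log2 change of the collagens was -0.38, past the threshold in camera with the preset correlation. Over all animals the collagen list did not pass with an estimated correlation (camera, adjusted p = 0.249). With the beta-actin ratio as a covariate the group difference in mean collagen log2 signal was -0.46 (SE 0.11), against -0.47 (SE 0.11) without it. That ratio barely differed between the groups (correlation of 0.046 with the group). This fit could therefore hardly move the difference, and it does not test RNA quality. With the GAPDH ratio the group difference was -0.83 (SE 0.12), and without diabetic 6 it was -0.65 (SE 0.17) with this ratio and -0.39 (SE 0.078) without it. This argues against RNA quality by this ratio as the cause, since the difference grew in both, although the ratio follows the group (correlation of -0.79, and -0.90 without diabetic 6), so the size of the corrected difference is uncertain. Of the fibroblast markers 3 rose (Pdgfra, Inmt and Vim) while 10 fell, which argues against a uniform loss of fibroblasts, while a loss of some fibroblast subtypes and an effect of diabetes on collagen expression stay open. The fibroblast list does not pass with an estimated correlation either.

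Higher Nr1d1 and Nr1d2 could reflect another phase of the clock at collection or a response to diabetes. Without the genes of Table S1 the index of 5 E-box genes against 3 RORE genes differed by 0.13 between groups (exact permutation test, p = 0.850), and with them by 0.72 (p = 0.258). The 3 RORE genes were Bmal1 (log2 change -0.29), Clock (0.07) and Nfil3 (-0.01). A shift of the clock and a change in these 2 genes alone cannot be told apart, because few clock genes were measured and the paper's text does not give the hour of collection.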

How the results depend on the processing

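The limma models with the beta-actin or GAPDH ratio and those without diabetic animals 6 and 7 were chosen after seeing the data. The number of arrays and the signal over background limit what single genes can show: Nr1d1 lies near the background in control lung. For 55 named genes, over all their settings, 1216 values kept direction and side of the threshold, 129 calls were lost, 71 were gained and 14 values of 6 genes changed sign, 0 of them called before or after. Mx2, at 0.0019, did so most often, from -0.28 to 0.29 with 1 animal left out and -0.26 with the GAPDH ratio. Lcn2 reversed to -0.53 with the GAPDH ratio, and with it and without diabetic 6 Pcyox1 reversed to -0.013, Atp1b3 to -0.11, Ckb to 0.38 and Chek1 to 0.19. Where a value changed, the cause was not tested unless the setting itself removes animals or genes.

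Counts are given in the order probe sets past the threshold, genes of at least 1.5-fold and Table S1 genes called, 16, 9 and 8 as reported. They were 7, 5 and 4 with no filter, 9, 5 and 4 with no intensity trend, and 80, 28 and 18 with array weights. Quantile normalization gave 25 probe sets, removal of the lowest 60% gave 32, and removal of the lowest 20% gave 5 Table S1 genes. An adjusted p under 0.10 gave 196, 37 and 22, an unadjusted p under 0.05 gave 1564, 75 and 40, and one under 0.01 gave 538, 57 and 34. The unequal-variance test on untransformed signals gave 62 genes of at least 1.5-fold. Leaving out 1 animal gave 2 to 27 probe sets, 2 to 17 genes and 1 to 12 Table S1 genes, with 2, 2 and 1 without control 2 and without control 4, 27, 17 and 11 without diabetic 5, and 27, 15 and 12 without diabetic 6. All 14 genes stayed past the threshold with quantile normalization, the pseudocount, the robust fit, array weights, the beta-actin ratio and without diabetic 5, 13 did with median centring, 12 with the lowest 60% removed, 9 with the lowest 20% removed, 8 with no intensity trend, 7 with no filter and 6 with the replicate number as a block. Leaving out 1 animal kept 2 (without control 2 or 4) to 14, leaving out diabetic 6 and 7 kept 13, and the GAPDH ratio kept 10, or 0 without diabetic 6.

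The beta-actin ratio as a covariate gave 27 probe sets, and leaving out diabetic 6 and 7 gave 16 genes of at least 1.5-fold. The GAPDH ratio gave 288, 45 and 22, but 0, 0 and 0 in limma once diabetic 6 was left out, 629, 54 and 22 without control 4, and 1, 0 and 0 without both. The ratio follows the group (correlation of -0.79), and its counts fall to 0 without diabetic 6, so these counts are not used for any claim.

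Of the lists, 12 passed as reported, 2 with an estimated correlation (both chosen by the study), 7 with the lowest 60% removed and 5 with the GAPDH ratio without diabetic 6. Medians of the log2 change follow for lists that lost their call. With an estimated correlation these were channels -0.73, immediate early genes 0.10, collagens -0.47, other matrix genes -0.19, mitochondrial genes -0.084, E-box clock genes 0.19, glucocorticoid-responsive genes 0.11, cell cycle -0.11, fibroblasts -0.34 and macrophages 0.19. Channels lost it with no filter (-0.57), the lowest 20% removed (-0.57), no intensity trend (-0.73), the mean of probe sets (-0.73) and the beta-actin ratio (-0.72). Glucocorticoid-responsive genes lost it with quantile normalization (0.11), median centring (0.13), array weights (0.13), the mean of probe sets (0.11) and the beta-actin ratio (0.10). With the lowest 60% removed, E-box clock genes (0.11), glucocorticoid-responsive genes (0.11), cell cycle (-0.059) and fibroblasts (-0.18) lost it, and E-box clock genes did without the Table S1 genes (0.11). Endothelial markers gained a call with array weights (-0.098).

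Without diabetic 6 and 7, immediate early (0.065), mitochondrial (-0.067), glucocorticoid-responsive (0.095) and cell cycle genes (-0.10) lost their call. With the GAPDH ratio mitochondrial genes lost it (-0.075), ubiquitin (-0.14) and T and NK cell genes (-0.76) gained one, and macrophages reversed to -0.024. With the GAPDH ratio and without diabetic 6, channels (-0.62), immediate early (0.16), mitochondrial (-0.11), E-box clock (0.25), glucocorticoid-responsive (0.27), fibroblast (-0.079) and macrophage genes (0.12) lost it, and the interferon list (0.40) and cell cycle (0.087) reversed. Leaving out 1 animal gave ranges of -0.77 to -0.53 for channels, 0.061 to 0.12 for immediate early genes, -0.096 to -0.072 for mitochondrial genes, 0.12 to 0.30 for E-box clock genes, 0.030 to 0.15 for glucocorticoid-responsive genes and -0.39 to -0.26 for fibroblasts.

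Medians of some lists that did not pass changed sign without a call before or after, which shows that their direction was not resolved. Quantile normalization gave apoptosis machinery 0.0055, cholesterol 0.015 and fat 0.011. Median centring gave apoptosis machinery 0.012, cholesterol 0.026, antioxidant genes 0.0098, interferon 0.0068, club cells 0.0084 and fat 0.017. The pseudocount gave cholesterol 0.00015. No filter gave cholesterol 0.0072, insulin axis -0.033, neutrophils -0.038 and fat 0.042. Removal of the lowest 20% gave cholesterol 0.0072, insulin axis -0.014, neutrophils -0.072 and fat 0.016. Removal of the lowest 60% gave apoptosis machinery 0.033, cholesterol 0.020 and insulin axis -0.037. Array weights gave antioxidant genes 0.012 and interferon 0.064. The replicate number as a block, and likewise leaving out diabetic 6 and 7, gave apoptosis machinery 0.011, cholesterol 0.0072, antioxidant genes 0.019, interferon 0.12, insulin axis -0.016 and mesothelium -0.020. The mean of probe sets gave mesothelium -0.00042. Leaving out the Table S1 genes gave fat 0.038. The beta-actin ratio gave cholesterol 0.0024. The GAPDH ratio gave apoptosis machinery 0.0052, acute phase -0.025, lipid synthesis 0.044, antioxidant genes 0.00088, insulin axis -0.016, vascular genes 0.0055, type II cells 0.17, club cells 0.28, neutrophils -0.047 and fat 0.14. The GAPDH ratio without diabetic 6 gave apoptosis machinery 0.058, type II cells 0.00035, club cells 0.0050 and fat 0.23. Leaving out 1 animal gave apoptosis machinery -0.024 to 0.027, cholesterol -0.035 to 0.025, antioxidant genes -0.025 to 0.027, interferon -0.13 to 0.12, insulin axis -0.017 to 0.032, vascular genes -0.073 to 0.00076, club cells -0.076 to 0.013, smooth muscle -0.17 to 0.033, T and NK cells -0.17 to 0.013, neutrophils -0.080 to 0.12 and fat -0.064 to 0.053.

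With the replicate number as a block, which leaves diabetic 6 and 7 without a partner, 11 probe sets passed. Immediate early (0.065), mitochondrial (-0.067), glucocorticoid-responsive (0.095) and cell cycle genes (-0.10) lost their call. Deviations of animals with the same number correlated by -0.12 to 0.04, so the numbers do not pair the samples.

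Chance was tested on 100 splits of the 12 arrays into 5 and 7. A count of 16 probe sets or more came up in 2 splits, the real one included, and the highest other count was 30. A count of 9 genes of at least 1.5-fold or more came up in 2, with 17 as the highest other. Chance can be excluded for both at 5 in 100. What gave the higher counts outside the real split was not tested. As many as 12 lists came up in 7 splits, with 14 as the highest other, so chance cannot be excluded for the number of lists.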

Differences from the paper's values

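The counts below use the paper's fold thresholds. The paper's test, BAM with present and absent calls, differs from limma at an adjusted p under 0.05, which is used here. Alternatives that leave the difference open are all those set before the data were examined that are not named. The paper's count of genes of at least 1.5-fold is 46, and 9 were found here. Of 28 alternatives set before the data were examined 3 came within 1.5 times of it, an adjusted p under 0.10 (37), an unadjusted p under 0.01 (57) and the unequal-variance test on untransformed signals (62). Without diabetic 6 and 7, a choice made after seeing the data, 16 genes were found (9 higher, 7 lower). The paper's count of higher genes is 19, against 6 here, and 13 with array weights, 18 with an adjusted p under 0.10, 27 with an unadjusted p under 0.01 and 28 with the unequal-variance test came within that range. The paper's count of lower genes is 27, against 3 here, and 19, 36, 30 and 34 were found with an adjusted p under 0.10, an unadjusted p under 0.05 or 0.01 and the unequal-variance test.

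Beyond 2-fold the paper's counts are 5 genes in all and 3 lower, against 2 and 0 here (limma; 7 and 2 at an unadjusted p under 0.05). Array weights and an adjusted p under 0.10 gave 5 in all, leaving out diabetic 5 gave 4, and an unadjusted p under 0.05 or 0.01 and the unequal-variance test gave 7. For lower genes the last 3 gave 2. The remaining alternatives did not come within 1.5 times.

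The GAPDH ratio as a covariate, chosen after seeing the values, gave 45 genes of at least 1.5-fold (19 higher, 26 lower) and 5 beyond 2-fold, but called 22 of the 44 Table S1 genes and so drops 22, and gave 0 genes without diabetic 6. Without control 4 the same covariate, also chosen after seeing the values, gave 54 genes (23 higher, 31 lower), 7 beyond 2-fold and 2 lower, and drops 22 of the 44 Table S1 genes.

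For 4 genes of Table S1 the fold change differs. The paper's value for Prkaa1 is 1.58, against 1.15 here, for Atp1b3 1.51 against 1.03, and for Vapb -2.28 against -1.17, and none of the 24 alternatives set before the data were examined comes nearer than the spread between animals. The paper's value for Mx2 is -2.64, against 1.25 here, and only the mean over probe sets (-1.59) does not differ. Other probe sets, which the filter left out, gave 1.47 for Prkaa1, -2.08 for Vapb and -3.16 for Mx2 over all 12 animals. Without diabetic 6 and 7, a choice made after seeing the data, they gave 1.58, -2.28 and -2.64, which equal the paper's values to 2 decimals.

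The paper states that decreased genes outnumber increased ones. Here 8 genes were higher and 6 lower past the threshold, and 6 and 3 of at least 1.5-fold. Some settings put lower genes ahead at 1.5-fold. Array weights gave 13 higher and 15 lower, and an adjusted p under 0.10 gave 18 and 19. An unadjusted p under 0.01 gave 27 and 30, and the unequal-variance test gave 28 and 34. Higher genes stayed ahead with each scaling and filter tested, and at an unadjusted p under 0.05 (39 and 36). Over the Table S1 genes called by p adjusted over the list alone, 16 were higher and 24 lower, as the paper's list has it. The paper states that Lcn2 and Gpnmb are increased. Here both means were higher but neither passed a test. The paper gives every Table S1 gene a change of at least 1.5-fold, and 35 of 44 had one here over all 12 animals. Without diabetic 6 and 7, a choice made after seeing the data, 40 of 44 had one, all but Prkaa1, Atp1b3, Vapb and Mx2.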

Other observations

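The tests on subsets of animals and on other scalings for Table S1 were chosen only after the result was seen.

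Of 48 matrix genes other than collagens, 17 fell and 2 rose adjusted over the list alone in limma and 0 over all probe sets, where 3 were higher and 20 lower at an unadjusted p under 0.05. Among those that fell were Sfrp2, a Wnt inhibitor (log2 change -0.66), the fibulin genes Fbln1 (-0.86) and Fbln5 (-0.52), Mmp2, which degrades matrix (-0.46), and Serpinh1, the collagen chaperone (-0.40). Timp3, a protease inhibitor (0.39), and Sparcl1 (0.29) rose. The median was -0.19 (camera, adjusted p = 0.000996, but adjusted p = 0.390 with an estimated correlation). Of 19 fibroblast markers 10 fell and 3 rose adjusted over the list alone, and Cxcl14 alone fell over all probe sets. Pdgfra, a growth factor receptor, rose by 0.58, Inmt by 1.14 and Vim by 0.20 on the log2 scale, and Mfap4 (-0.86), Ogn (-0.77), Loxl1 (-0.73) and Lum (-0.65) were among those that fell (adjusted p = 0.0103, but adjusted p = 0.468 with an estimated correlation).

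In amino acid metabolism (27 genes, median -0.06, camera, adjusted p = 0.344) Slc38a2, a glutamine transporter (0.57), rose and Ass1 (-0.80), Slc7a10 (-0.89), Shmt1 (-0.34) and Oat (-0.30) fell adjusted over the list alone. Of 21 cell cycle genes Stmn1 (-0.32), Ube2c (-0.50) and Pola2 fell adjusted over the list alone (adjusted p = 0.00925, but adjusted p = 0.343 with an estimated correlation). Of 19 glucocorticoid-responsive genes Dusp1 rose adjusted over the list alone, with Tsc22d3 at 0.43 and Sgk1 at 0.27 (adjusted p = 0.0360, but adjusted p = 0.512 with an estimated correlation). The E-box clock list (8 genes, adjusted p = 0.0208, but adjusted p = 0.390 with an estimated correlation) had Nr1d1 and Nr1d2 past the threshold. The medians of 23 insulin axis genes (0.02, adjusted p = 0.740), 24 interferon genes (-0.02, adjusted p = 0.740), 24 vascular genes (-0.05, adjusted p = 0.683) and 37 ubiquitin and proteasome genes (-0.05, adjusted p = 0.355) did not pass, and of these Psmc5 alone fell (-0.24) adjusted over the list alone.

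Of 17 macrophage markers 0 passed in limma and 4 were higher at an unadjusted p under 0.05, with Ctss at 0.45, Apoe at 0.41 and Csf1r at 0.29 (adjusted p = 0.00925, but adjusted p = 0.399 with an estimated correlation). Medians of the other cell types that could be tested did not pass in camera: alveolar type II cells -0.05 (Scd and Slc28a3 fell adjusted over the list alone), type I cells -0.08 (Aqp5 fell, -0.52, and Hopx rose, 0.23), club cells -0.02 (Aldh1a1 fell, -0.61), ciliated cells -0.08, endothelial cells -0.06, smooth muscle and pericytes -0.08, T and NK cells -0.13, neutrophils and mast cells 0.03, fat -0.01 (Scd fell) and mesothelium and nerve 0.06, at adjusted p of 0.246 to 0.906. Lists of fewer than 5 genes were not tested: RORE clock genes -0.01, B cells -0.20 (Cd79b fell), red cells -0.20, heart muscle -0.48 (Cox8b, -0.60, and Ttn, -0.35, fell), skeletal muscle -0.13, cartilage -0.09, and thymus -0.26.

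The fold changes printed in Table S1 were compared with those of all 2574 subsets of at least 2 control and 3 diabetic animals, over 37 genes with 1 probe set and within 0.006 on the log2 scale. Controls 1 to 5 with diabetic animals 1 to 5 matched 36 of the 37 genes. The next best subset matched 7 and all 12 animals 2, and quantile or median scaling, geometric means or medians of the 12 matched at most 3. With any probe set of a gene, 43 of 44 genes matched without diabetic 6 and 7. The printed fold changes are consistent with a calculation over 5 control and 5 diabetic animals, whereas the paper gives n = 5 and 7, and why was not tested.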
